A study of Mus musculus with 5 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

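ChIP-seq was performed on IL-2-activated splenic CD8-TC with anti-Runx3 antibody (2 libraries), NIS (2 libraries) and anti-H3K4me1 antibody (1 library in the labels). The protocol in the labels speaks of 2 replicate experiments for both antibodies, so it is not known whether the H3K4me1 list rests on 1 or 2 libraries. Chromatin had been sheared to about 300 bp, and reads were 40 to 42 bases long. The authors aligned reads to the mouse genome mm9 with ELAND, kept uniquely aligned reads, joined the reads of the repeats and called peaks with MACS against the joined NIS reads, with the larger read set scaled down to the smaller. The deposited values were the start and end positions in bp of each called peak on mm9, in 2 lists, 1 for Runx3 and 1 for H3K4me1. The lists held 0 columns beyond position and peak name, that is no peak height, score, fold or p-value.

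Joining of repeats before peak calling means that the spread between repeats cannot be seen in the lists, and that a region bound in only 1 repeat may be included. Scaling to the smaller read set and the use of uniquely aligned reads limit the regions found, in particular in repeated sequence. The number of regions in a list depends on read depth, which was not analysed here, so the 2 lists were not compared by their number of regions as a measure of binding.

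Comparisons of peak scores between regions with and without overlap, and settings with a minimum score, had been chosen beforehand but needed a score for each peak and were not run. Region width was described in their place. The named regions followed the rule set for lists without scores, namely the 5 widest of each list and the Runx3-bound regions in or within 5 kb of Serpinb1b, Serpinb1c, Tnfrsf9, Itgae, Cd4 and Cd8a. The choices of tests and of these names were made before the data were examined, except where stated otherwise. Comparisons by motif variant and module, overlap by distance class, the cover profile, gene association and widths were added after the data were examined.

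Sequence and annotation were the NCBIM37 assembly, which is mm9, and the matching GENCODE vM1 annotation. All regions of both lists ended within the chromosomes of this assembly, and there were 0 duplicated and 0 overlapping regions within a list. Coordinates are counted from 1. Overlap required at least 1 bp. For random placement, each Runx3-bound region kept its width and chromosome and was given a uniform start between the first start and last end of both lists on that chromosome, in 10000 draws. The p-value was the share of draws with a value as high, with 1 added to both counts, one-sided unless stated. For distance classes the p-value was two-sided and adjusted over the 4 classes. Clustering was the share of regions with another centre within 10 kb. Counts per chromosome were tested by a chi-square statistic with 100000 permutations of the list labels. Regions under 1 kb from a TSS were called proximal and those over 5 kb distal.

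Motifs were searched on both strands. For matched windows, up to 1500 random positions over 5 kb from a TSS (distal) or 600 positions at the same offset from other TSSs (proximal) were drawn for each region on its chromosome. Those outside Runx3-bound regions and assembly gaps and within 3 percentage points of GC content of the 200 bp central window were kept. Regions with fewer than 20 such windows were left out, which kept 4993 of 5152 distal and 2322 of 2404 proximal regions. The p-value came from 10000 draws in which each region held the motif with the frequency of its own matched windows. Uniqueness in the genome was measured as the share of 32-base words found once on either strand of the autosomes and X, which approximates the alignment of reads and is not the aligner's own measure.

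Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. With 285 regions placed at random on chromosome 19, 3.5% of 200 overlap tests and 1.5% of 200 clustering tests fell under 0.05. With labels permuted at random, 7% of 200 label permutation tests did so. When 49.8% of the 285 regions were planted on H3K4me1-marked regions, an excess overlap of 49.1 percentage points was recovered. Overlap calls, distances, motif positions, modules and repeated words had 0 differences from direct counting.

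Alternatives were another definition of overlap, widened or merged regions, circular and local shifts, autosomes only, other distances and other motif windows. Placement outside assembly gaps, placement at the same offset from other TSSs, matched windows, 1 TSS per protein-coding gene, chromosome length and the chromosome test on autosomes alone were added after the data were examined.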

Results

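Runx3 is a RUNX family transcription factor of cytotoxic lymphocytes, and H3K4me1, the monomethylated form of a lysine of histone H3, is a chromatin mark that is abundant at enhancers. Both were mapped by ChIP-seq in splenic CD8-TC (CD8+ T cells) of ICR mice that had been TCR-activated for 2 days and then cultured for 4 days with 100 u/ml IL-2. The 5 libraries comprised 2 immunoprecipitations with anti-Runx3 antibody, 2 control precipitations with non-immune serum (NIS) and 1 with anti-H3K4me1 antibody. Peaks had been called once per antibody on joined reads. The values below therefore have no replicate error, and each p-value describes the called regions and not the spread between animals. The peak lists carry no read numbers, so the depth behind each region is unknown, and the intervals given are 95% Wilson intervals for counting error among regions only.

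The first question was where Runx3 binds in IL-2-activated CD8-TC. The Runx3 list held 9135 Runx3-bound regions with a median width of 521 bp (range 173 to 5018 bp), which together covered 4.96 Mb or 0.194% of the 2556 Mb of mm9 sequence outside assembly gaps. The H3K4me1 list held 18992 H3K4me1-marked regions with a median width of 1592 bp (range 368 to 14982 bp), covering 35.5 Mb or 1.39% of that sequence. When regions closer than 1 kb were merged, 8738 Runx3-bound and 14899 H3K4me1-marked regions remained.

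Overlap of the lists was examined to learn how many Runx3-bound regions lay in enhancer-type chromatin. Of the 9135 Runx3-bound regions, 5234 (57.3%, interval 56.3 to 58.3%) shared at least 1 bp with an H3K4me1-marked region. Random placement of the same regions on their chromosomes gave 1.92% ± 0.145 (SD of 10000 placements), so that the observed share was 29.9 times higher (one-sided permutation test by random placement, p = 0.0001, the smallest the placements can give). From the other side, 5550 of the 18992 H3K4me1-marked regions (29.2%, interval 28.6 to 29.9%) held a Runx3-bound region, compared to 0.944% ± 0.0720 (SD) under random placement (one-sided permutation test by random placement, p = 0.0001). The background choice that moved this comparison most was a shift of each Runx3-bound region by 50 to 500 kb, which raised the random share to 4.03% and lowered the ratio to 14.2. H3K4me1-marked regions that held Runx3 had a mean width of 2272 bp and those without had 1704 bp. Random placement alone selected regions with a mean width of 2350 bp, so the width of the regions holding Runx3 did not exceed what this placement gave (one-sided permutation test by random placement, p = 0.75). When each Runx3-bound region was moved to the same offset from another gene start, the mean width was 2127 bp, below the observed 2272 bp (one-sided permutation test by random placement, p = 0.023), so the result depends on the background.

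Distance to the nearest transcription start site (TSS) was computed from the centre of each Runx3-bound region to 86803 annotated transcript starts. Of the Runx3-bound regions, 2404 (26.3%, interval 25.4 to 27.2%) were under 1 kb from a TSS, compared to 4.33% under random placement. A further 1579 (17.3%) were 1 to 5 kb away (random 12.7%), 4150 (45.4%) were 5 to 50 kb away (random 46.1%) and 1002 (10.97%) were 50 kb away or more (random 36.9%). The shares under 1 kb, at 1 to 5 kb and at 50 kb or more differed from random placement (two-sided permutation test by random placement, p = 0.0002, the smallest the placements can give, and 0.00027 after Benjamini-Hochberg adjustment over the 4 classes). The share at 5 to 50 kb did not (two-sided permutation test by random placement, p = 0.17). Thus 5152 regions (56.4%) were more than 5 kb from a TSS, compared to 83.0% of randomly placed regions. With 1 start per protein-coding gene the share under 1 kb was 19.5% (random 1.74%) and the share over 5 kb was 69.0% (random 91.7%), and the 5 to 50 kb class then lay above random placement (44.9% compared to 36.0%). Among H3K4me1-marked regions, 8.81% had their centre under 1 kb from a TSS, and 25.5%, 54.0% and 11.7% fell in the other classes in order of distance.

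Overlap with H3K4me1 depended on the distance to the TSS. Among Runx3-bound regions under 1 kb from a TSS, 19.97% (interval 18.4 to 21.6%) overlapped an H3K4me1-marked region, compared to 65.2% (62.8 to 67.5%) at 1 to 5 kb, 72.9% (71.5 to 74.2%) at 5 to 50 kb and 69.9% (66.9 to 72.6%) at 50 kb or more. When each region was moved to the same offset from another TSS of its chromosome, these shares were 4.01%, 5.05%, 3.75% and 3.36%. The observed share was therefore above its background in each of the 4 classes (one-sided permutation test by random placement, p = 0.0001 in each, the smallest the placements can give). The share was 52.3 percentage points lower among the 2404 TSS-proximal regions than among the 5152 distal regions, where it was 72.3% (two-sided permutation of class labels, p = 1e-05, the smallest the permutations can give).

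**Figure D1:**
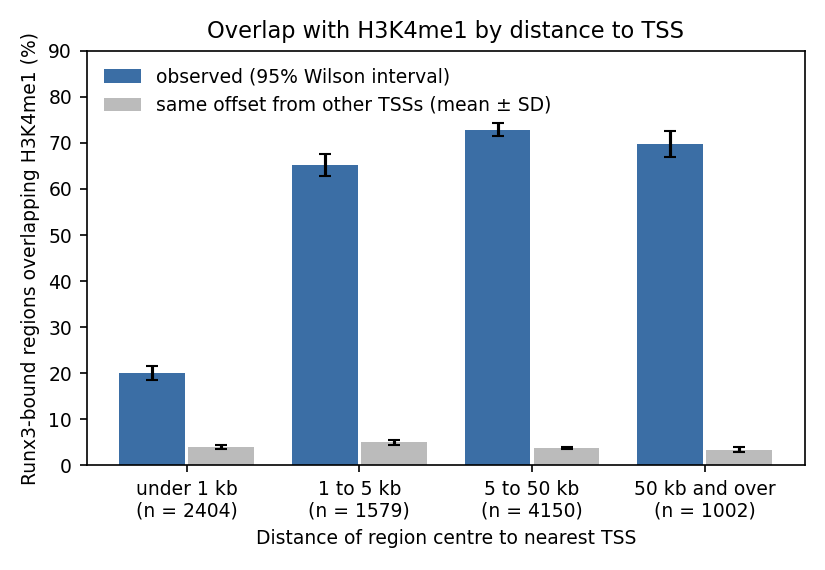
Share of Runx3-bound regions overlapping an H3K4me1-marked region (y axis, percent) by the distance of the region centre to the nearest TSS (x axis). Blue bars are observed shares with 95% Wilson intervals and grey bars are the mean ± SD for the same regions moved to the same offset from other TSSs. Observed shares run from 19.97% under 1 kb to 72.9% at 5 to 50 kb, and each lies above its grey bar.

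The H3K4me1 cover around Runx3-bound regions was then followed by position. At the centre of distal Runx3-bound regions, 59.8% of positions lay in an H3K4me1-marked region. Cover was higher at 500 bp to the left (62.9%) and to the right (63.1%), and fell to 14.1% and 14.3% at 5 kb on the respective sides. Of the distal regions, 522 were covered at the left position but not at the centre and 361 at the centre but not at the left position (exact binomial test, two-sided, p = 6.7e-08). On the right the numbers were 547 and 377 (exact binomial test, two-sided, p = 2.5e-08). Among TSS-proximal regions cover was 12.5% at the centre, 15.5% at 500 bp to the left and 16.8% to the right.

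**Figure D2:**
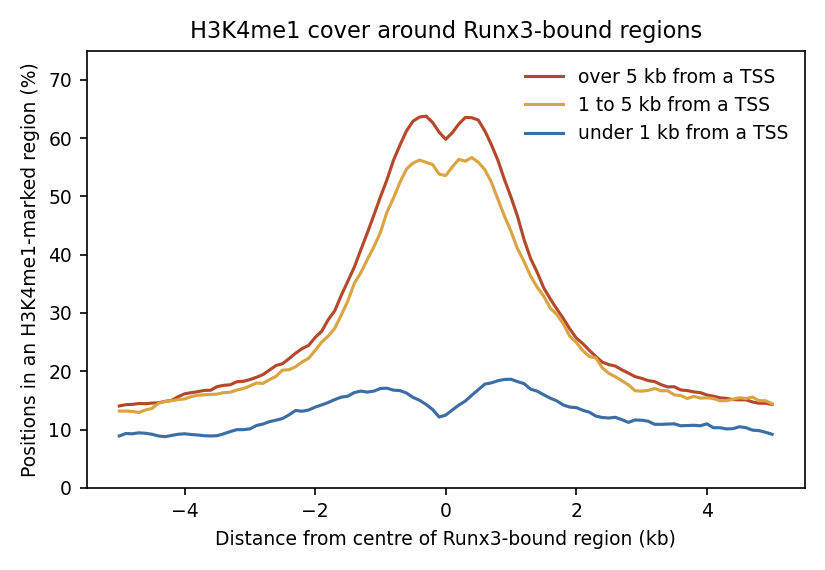
Percent of positions inside an H3K4me1-marked region (y axis) by distance from the centre of Runx3-bound regions in kb (x axis, steps of 100 bp), for regions in 3 classes of distance to the nearest TSS. The distal curve is 59.8% at the centre and higher at 500 bp on both sides, and the proximal curve is 12.5% at the centre.

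Runx3-bound regions lay in groups along the chromosomes. The centre of 3059 regions (33.5%) was within 10 kb of the centre of another, compared to 7.48% ± 0.380 (SD) under random placement (one-sided permutation test by random placement, p = 0.0001). When each region kept its offset from a TSS but the TSS was drawn at random, 25.5% had such a neighbour, and the observed share was still 1.31 times higher (one-sided permutation test by random placement, p = 0.0001). Joining centres within 10 kb of each other gave 7377 groups, of which 6076 were single regions, 992 were pairs and 309 had 3 or more members. Merging regions closer than 1 kb lowered the share with a neighbour to 27.5% (random 7.16%). The background that keeps the TSS offset was not computed for merged regions. How far the ratio of 1.31 rests on regions under 1 kb apart is therefore not known.

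The distribution over chromosomes was compared with that of the H3K4me1-marked regions. Over the 19 autosomes and X, the Runx3 counts differed from the H3K4me1 shares (chi-square 199, permutation of list labels, p = 1e-05, the smallest the permutations can give). Over the autosomes alone they did not (chi-square 20.2, permutation of list labels, p = 0.75). Chromosome X, with 6.34% of the sequence, held 93 Runx3-bound regions (1.02%) and 53 H3K4me1-marked regions (0.279%). Within 5 kb of the 932 protein-coding gene starts on X, a Runx3-bound region was found at 2.68% and an H3K4me1-marked region at 0.858%. On the autosomes these shares ranged from 8.81 to 17.1% and from 11.9 to 23.5%. Of the Runx3-bound regions on X, 17.2% (interval 10.9 to 26.1%) overlapped H3K4me1, compared to 52.4 to 64.2% on the autosomes.

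**Figure D3:**
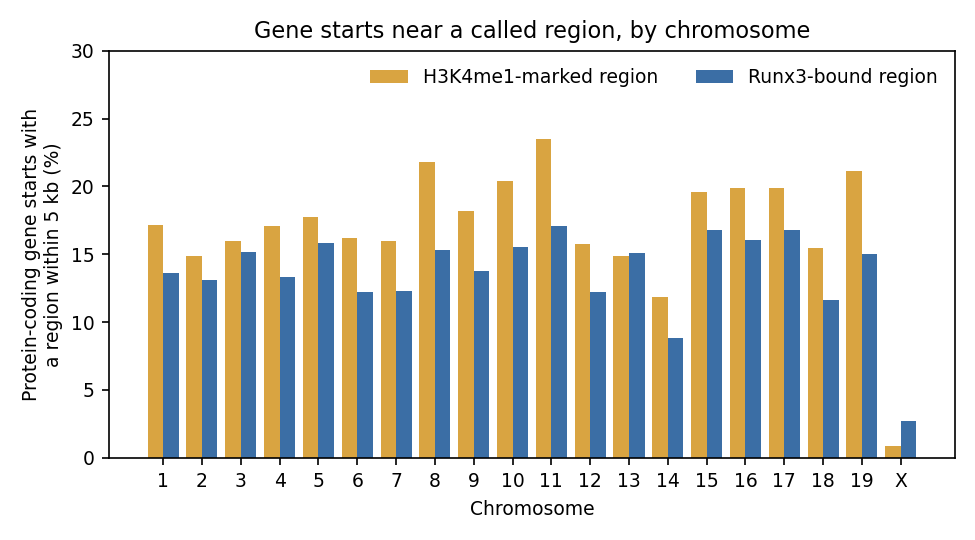
Percent of protein-coding gene starts with a called region within 5 kb (y axis) for each chromosome (x axis). Yellow bars are H3K4me1-marked regions and blue bars are Runx3-bound regions. Chromosome X is lowest for both, at 0.858% and 2.68%.

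The sequence of Runx3-bound regions was searched for the canonical RUNX motif, TGYGGY (Y is C or T), on both strands. The motif occurred in 8457 of the 9135 regions (92.6%, interval 92.0 to 93.1%), compared to 52.0% ± 0.512 (SD) of randomly placed regions of the same widths (one-sided permutation test by random placement, p = 0.0001). Within the central 200 bp the share was 78.8%, compared to 24.7% at random. Against windows matched for GC content and distance class, the central 200 bp of distal regions held a RUNX motif in 81.4% of cases (matched 28.7%), and that of proximal regions in 72.3% (matched 36.0%). Among variants, TGTGGT was found in 64.6% of distal regions (matched 14.8%) and in 31.2% of proximal regions (matched 10.2%), and TGCGGT in 9.23% of distal (matched 1.58%) and 23.6% of proximal regions (matched 5.23%). The ETS motif (MGGAAR, where M is A or C and R is A or G) occurred in 66.0% of distal regions (matched 43.6%) and 66.5% of proximal regions (matched 48.4%). Each of these shares exceeded that of the matched windows (n = 4993 distal and n = 2322 proximal regions, one-sided randomization test, p = 0.0001, the smallest the draws can give, and 0.00011 after Benjamini-Hochberg adjustment over 77 tests). The AP-1 motif TGASTCA (S is C or G) occurred in 7.75% of distal regions (matched 3.50%, n = 4993, one-sided randomization test, p = 0.0001). In proximal regions its share of 2.84% was not distinguishable from the matched 2.47% (n = 2322, one-sided randomization test, p = 0.13), but it was higher in those with H3K4me1 (6.12%, matched 2.92%, n = 474, one-sided randomization test, p = 0.0003) and not in those without (2.00%, matched 2.35%, n = 1848, one-sided randomization test, p = 0.86).

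Modules, that is a RUNX motif with a second motif at a gap of at most 50 bp, were also counted in the central 200 bp. In distal regions a RUNX-RUNX module was found in 28.9% (matched 2.81%, a ratio of 10.3), an ETS-RUNX module in 41.1% (matched 7.21%, a ratio of 5.70) and an AP-1-RUNX module in 4.43% (matched 0.505%, a ratio of 8.76). In proximal regions the ratios were 4.50, 3.52 and 3.68. When the 2080 hexamers, each counted with its reverse complement, were ranked by the z-score of their excess in the centre over flanks 1000 bp away, TGTGGT ranked 1 in distal regions (z = 52.0, 5.11 times the flank count), and the ETS-like hexamer CAGGAA ranked 6 (z = 25.9, 2.23 times). In proximal regions the GC-box hexamer GGGCGG ranked 1 (z = 31.5, 5.69 times). The flanks were not matched for GC content, and against matched windows GGGCGG was only 1.18 times as frequent in proximal regions (39.6% compared to 33.7%, n = 2322, one-sided randomization test, p = 0.0001) and not distinguishable in those with H3K4me1 (16.0% compared to 14.7%, n = 474, one-sided randomization test, p = 0.2). Some hexamers of lower z-score had a higher ratio, such as GTGGTT in distal regions (5.14 times) and CGGAAG in proximal regions (7.66 times).

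**Figure D4:**
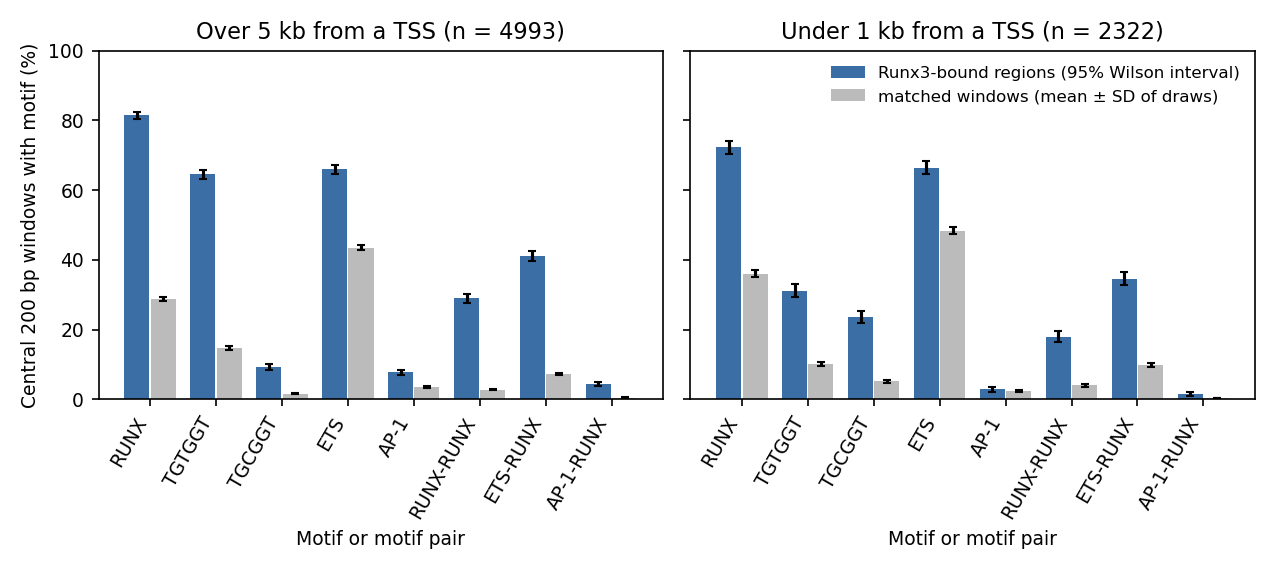
Percent of central 200 bp windows with each motif or motif pair (y axis) in distal (left, n = 4993) and proximal (right, n = 2322) Runx3-bound regions. Blue bars are Runx3-bound regions with 95% Wilson intervals and grey bars are windows matched for GC content and distance class (mean ± SD of draws). RUNX is found in 81.4% of distal and 72.3% of proximal windows, compared to 28.7% and 36.0% of matched windows.

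Motif content was compared between distal Runx3-bound regions with and without H3K4me1. The RUNX motif was equally frequent in the central 200 bp of the 3725 marked and 1427 unmarked regions (81.2% and 81.6%, two-sided permutation of labels, p = 0.75). The RUNX-RUNX module was less frequent in the marked ones (27.5% compared to 32.3%, two-sided permutation of labels, p = 0.00078). The ETS motif was more frequent in marked regions (68.5% compared to 59.6%, two-sided permutation of labels, p = 1e-05, adjusted 3.2e-05 over the tests of both distance classes), and TGCGGT was less frequent (8.43% compared to 13.2%, two-sided permutation of labels, p = 1e-05). Among proximal regions, the RUNX motif was found in 77.5% of the 480 marked and 70.9% of the 1924 unmarked regions (two-sided permutation of labels, p = 0.0043). The RUNX-RUNX module was found in 26.25% and 16.0% of these, TGTGGT in 52.3% and 25.1%, and TGCGGT in 13.3% and 26.3% (two-sided permutation of labels, p = 1e-05 for each). AP-1 was found in 6.04% and 2.03% of these (two-sided permutation of labels, p = 4e-05), and in 8.16% and 7.08% of marked and unmarked distal regions (two-sided permutation of labels, p = 0.2). These shares were not matched for GC content. In windows matched to marked and unmarked proximal regions, TGTGGT was found in 13.2% and 9.44%, and TGCGGT in 3.48% and 5.67%. The ratios to matched windows were 3.97 and 2.73 for TGTGGT, and 3.88 and 4.61 for TGCGGT. Part of the difference in these variants among proximal regions thus lay in the background. In windows matched to marked and unmarked distal regions, ETS was found in 43.6% and 43.5%. TGCGGT was found in 1.60% and 1.53% of these, and the RUNX-RUNX module in 2.86% and 2.66%. Such small differences argue against GC content as the source of the distal differences in ETS, TGCGGT and RUNX-RUNX.

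Runx3-bound regions were assigned to protein-coding genes by a basal domain of 5 kb upstream and 1 kb downstream of the gene start, extended by up to 1 Mb to the neighbouring domains. This gave 7935 of the 22350 genes (35.5%), with 16197 assignments or 2.04 regions per gene, since 7046 regions were assigned to 2 or more genes. Taking only the nearest gene start of each region gave 5448 genes.

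Since the lists hold no peak height, the widest regions are described. The widest Runx3-bound region was 5018 bp long (chromosome 8, 19755009 to 19760026, mm9) and the next was 2024 bp long (chromosome 8, 19702942 to 19704965). Both were intergenic, neither overlapped H3K4me1, and only 20.04% and 18.0% of their 32-base words were unique in the genome, compared to 97.8% in the other Runx3-bound regions. The third (chromosome 18, 4294433 to 4296313, 1881 bp) was intergenic and 57.6 kb downstream of the start of Map3k8. The fourth (chromosome 4, 135733170 to 135734990, 1821 bp) overlapped a coding exon of E2f2. The fifth (chromosome 7, 38973419 to 38975095, 1677 bp) overlapped coding exon and UTR of 1600014C10Rik. These last regions all overlapped H3K4me1. The widest H3K4me1-marked regions lay in introns of Fli1 (chromosome 9, 32299952 to 32314933, 14982 bp), Pstpip1 (chromosome 9, 55943183 to 55957243, 14061 bp), Tspan14 (chromosome 14, 41760978 to 41774013, 13036 bp) and Fyn (chromosome 10, 39203872 to 39216497, 12626 bp), and over a non-coding exon of Pik3r5 (chromosome 11, 68250320 to 68264896, 14577 bp). Of these 5, only the region in Fyn held no Runx3-bound region.

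Runx3-bound regions were also listed at 6 genes named before the data were examined. Tnfrsf9 (chromosome 4, 150288671 to 150320211, plus strand) had 5 regions within the gene or 5 kb of it, and all 5 overlapped H3K4me1. The first (150288412 to 150288988) lay over Tnfrsf9 and Park7 in UTR sequence and was centred 0.029 kb from the Tnfrsf9 start. It met H3K4me1 only at its right end, where a marked region ran from 150288976 to 150290162, and its centre was unmarked. The widest Runx3-bound region of Tnfrsf9 (150298072 to 150298941, 870 bp, 6 RUNX motifs) was intronic. Itgae (chromosome 11, 72904085 to 72960948, plus strand) had 4 regions, of which 3 overlapped H3K4me1. The widest of these (72907651 to 72908719, 1069 bp) was intronic and 4.10 kb downstream of the gene start. The region without H3K4me1 (72951695 to 72952082) lay over Itgae and Gsg2, 0.093 kb upstream of the Gsg2 start. Cd4 had 1 region (chromosome 6, 124835959 to 124836552, 6 RUNX motifs) in an intron 1.98 kb downstream of its start, and Cd8a had 1 region (chromosome 6, 71319271 to 71319971) upstream of its start. Both overlapped H3K4me1. Serpinb1c had 1 region without H3K4me1 (chromosome 13, 32994457 to 32994797) 4.60 kb upstream of its start, and Serpinb1b had 0. Over the whole interval from Serpinb1c to Serpinb1b (chromosome 13, 32973702 to 33186249) there were 5 Runx3-bound regions, of which 3 overlapped H3K4me1.

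**Figure D5:**
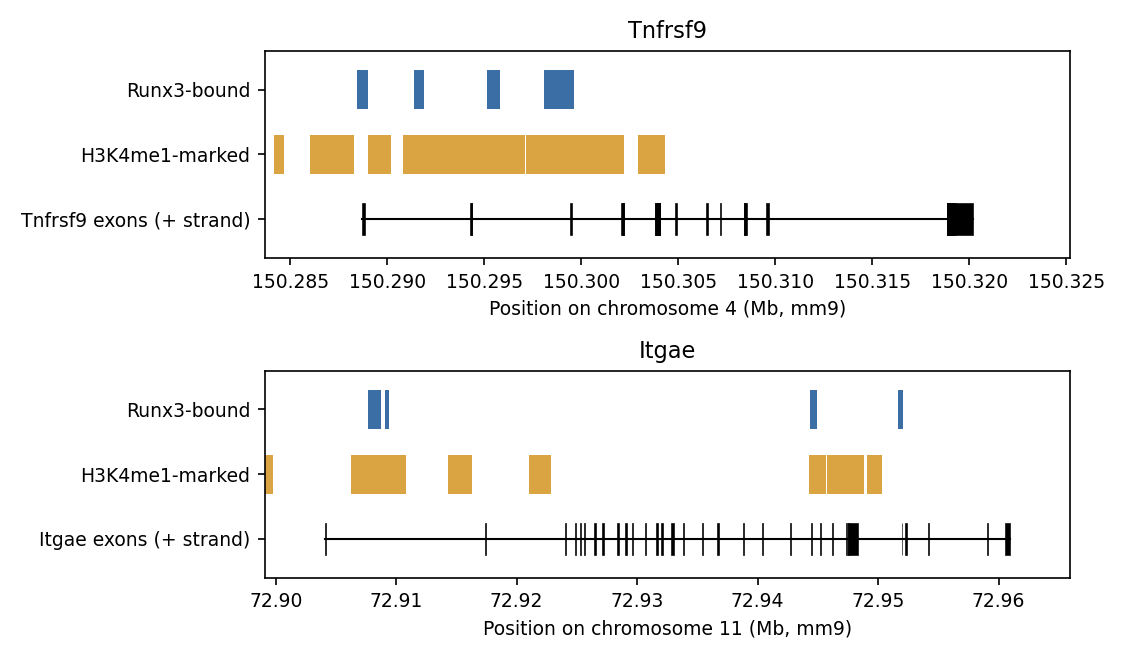
Maps of Tnfrsf9 and Itgae with 5 kb on each side (x axis, position in Mb on mm9). Rows show Runx3-bound regions (blue), H3K4me1-marked regions (yellow) and annotated exons of the gene (black, joined by a line over the gene). The 5 Runx3-bound regions of Tnfrsf9 all meet the marked track, the first only at its right end, and 3 of the 4 of Itgae do. The last pair of blue regions of Tnfrsf9 lies too close together to be seen apart.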

Values the study reported

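After IL-2 activation of CD8-TC, the study reported 9135 regions occupied by Runx3 and 7655 genes bound by it. In IL-2-activated cells, over 90% of Runx3 peaks were reported to hold a canonical RUNX motif. In resting CD8-TC, 75% of Runx3 peaks were reported at over 5 kb from the nearest TSS and about 15% within 1 kb. For resting CD8-TC and NKC (natural killer cells), an overlap of 80-95% between Runx3 peaks and H3K4me1-marked regions was given.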

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

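Of 41 values recomputed under alternatives for 11 results, 37 kept their direction and their side of the threshold. The 37 include the counts of regions, which merging at 1 kb lowered to 8738 and 14899. These counts have no random value and no threshold, and merging can only lower them. Their inclusion therefore says nothing about how stable the results are. Of the 44 alternative settings listed before the data were examined, 23 needed a peak score and were not run, which left 21. A further 11 were chosen after seeing the data, and the settings for the distance to the TSS gave 9 more values because each was counted in 4 classes. No paired analysis was possible because peaks were called on joined repeats, and for the same reason no repeat could be left out.

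The share of Runx3-bound regions overlapping H3K4me1 ranged from 46.3% (centre inside a marked region) to 65.5% (marked regions widened by 1 kb), and its ratio to random placement from 14.2 to 31.7. The share of H3K4me1-marked regions holding Runx3 ranged from 21.2 to 37.2%, with ratios from 14.8 to 33.2. The share with a RUNX motif ranged from 78.5 to 92.6%, with ratios from 1.76 to 3.19. The share under 1 kb from a TSS ranged from 19.5 to 28.1%, with ratios from 5.25 to 11.2.

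The remaining 4 values changed. Under the circular shift, clustering was 33.5% compared to 33.7% after shifting (permutation test by random shifts, p = 1). This alternative keeps the spacing of regions by its construction and so says nothing about clustering. Over autosomes only, the chi-square of the chromosome distribution was 20.2 (permutation of list labels, p = 0.75), since the difference lay on chromosome X. The share 5 to 50 kb from a TSS was 44.5% by the nearest edge of the region, below the random 45.5% as before but now past the threshold (two-sided permutation test by random placement, p = 0.041). With 1 TSS per protein-coding gene that share was 44.9% and lay above the random 36.0% (two-sided permutation test by random placement, p = 0.0002). The observed share hardly moved there, and the random share fell because fewer start sites were used. Clustering was lowest in ratio, apart from the circular shift, when regions kept their offset from a TSS (1.31).

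Read depth limits the number of regions in each list. A Runx3-bound region without an H3K4me1-marked region is one where the mark was not called at this depth. Of the 3901 such regions, 750 (19.2%) lay less than 1 kb from a marked region and 1173 (30.1%) lay over 50 kb away. Their median distance to a marked region was 16.9 kb.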

Other observations

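The tests of gene number and copy number for chromosome X and that of motif frequency for modules were chosen only after the result was seen. No biological explanation was tested for any of the patterns, since the design has 1 condition.

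Chromosome X held few regions of both lists. A lower number of genes on X is argued against, since only 0.858% of X gene starts had an H3K4me1-marked region within 5 kb, compared to 11.9% on the lowest autosome. Poor mappability near X gene starts is argued against as the whole cause. The share of unique 32-base words there was 75.04%, within the autosomal range of 73.1 to 91.5%, and chromosome 14, the lowest autosome at 73.1%, still had H3K4me1 at 11.9% of its gene starts. A single copy of X in the cells, which may reduce reads per region, cannot be told apart from other causes. Runx3-bound regions on X had a median width of 452 bp, narrower than random sets of 93 autosomal regions (n = 93, one-sided randomization test, p = 0.0002), whereas the H3K4me1-marked regions at 1429 bp were not distinguishable from such sets (n = 53, one-sided randomization test, p = 0.075). The labels do not give the sex of the mice. The shortage was larger for H3K4me1 than for Runx3, with 1.75 Runx3-bound regions per H3K4me1-marked region on X compared to 0.427 to 0.544 on the autosomes.

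H3K4me1 cover was lower at the centre of Runx3-bound regions than 500 bp beside it. Gene starts inside the regions are argued against as the whole cause, because a dip of 3.21 percentage points remained in regions over 5 kb from a TSS. Marked regions cut at random places by low read depth are argued against as the whole cause, since such cuts would fall on Runx3-bound centres as often as the sequence beside them. The 4093 gaps of under 1000 bp between marked regions held 458 Runx3-bound centres and equal lengths beside the gaps held 258, a ratio of 1.78 (exact binomial test, two-sided, p = 7.1e-14), and in gaps over 5 kb from a TSS the counts were 349 and 196 (exact binomial test, two-sided, p = 5.6e-11). This count shares its regions with the dip, so it can exclude cuts placed without regard to Runx3 but supports no other explanation. Loss of reads at particular sequences and loss of the modified nucleosome at the bound site stay open, and neither was tested.

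The 2 widest Runx3-bound regions lay close together on chromosome 8. Of the 32-base words in the widest, 20.04% were unique in the genome, and 18.0% in the other, compared to 97.8% in the remaining Runx3-bound regions. Most of their sequence was thus present in several copies. Since only uniquely aligned reads were kept, the count of words cannot tell why these regions were wide. The widest had 9 RUNX motifs whereas the other had 0.

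Of the distal Runx3-bound regions, 1427 had no H3K4me1-marked region. False-positive peaks are argued against as the source of most of them, since 82.2% of the 1356 that could be matched had a RUNX motif in the central 200 bp, compared to 28.3% of matched windows and to 81.1% of distal regions with H3K4me1. These regions had fewer ETS motifs than marked regions, and marked regions at shallow depth could have been missed. Widening the marked regions by 1 kb raised the overlap of all Runx3-bound regions, distal or not, to 65.5%. Widening cannot recover marked regions that were never called, so this value does not speak to missed regions.

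ETS-RUNX modules were more frequent in Runx3-bound regions than in matched windows. The higher number of RUNX motifs alone is argued against as the whole cause. Among distal windows with exactly 1 RUNX motif, the ETS-RUNX module was 2.08 times as frequent as in matched windows with exactly 1 RUNX motif (95% bootstrap interval 1.99 to 2.18), compared to 5.70 without this condition. In proximal windows the ratio under this condition was 1.69 (1.57 to 1.81). For AP-1-RUNX it was 2.87 (2.33 to 3.43) in distal windows, and in proximal windows 1.47 with an interval that includes 1 (0.740 to 2.24). The RUNX-RUNX module is itself a higher number of RUNX motifs and was not tested in this way. A large part of the module enrichment may thus come from RUNX motif frequency. Frequency of ETS motifs in any context was not separated from spacing. A module also had to lie wholly within the 200 bp window. RUNX motifs were concentrated near the centre of Runx3-bound regions, whereas matched windows were placed without regard to them. Partner motifs may therefore be cut off more often in matched windows. This may raise the ratios in windows with exactly 1 RUNX motif, by an amount that was not measured.

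With neighbouring centres within 10 kb, the groups of Runx3-bound regions with the most members had 8. They lay on chromosome 9 (61510247 to 61529146, no protein-coding gene) and on chromosome 16 (10768662 to 10788957, overlapping Socs1 and Tnp2). Groups of 7 overlapped Il21r, Smad3 and Gzmb, and another of 7 lay on chromosome 15 outside protein-coding genes. These were named after their values were seen.

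The overlap of Runx3-bound regions with H3K4me1 here was 57.3%. That is lower than the values quoted from the study above, which were for resting cells. H3K4me1 had been sequenced less deeply in the activated than in the resting cells, so these overlaps are not directly comparable. The share of Runx3-bound regions under 1 kb from a TSS here was 26.3%. That is higher than the value quoted from the study above, which was for resting cells. With 1 start per protein-coding gene the share here was 19.5%, so it depends on the choice of start sites. The study used starts of RefSeq genes, which were not used here, and resting cells were not analysed. Runx3 and NIS had also been sequenced less deeply in the activated than in the resting cells, and depth can change which regions are called. How much of the difference comes from start sites or from depth is therefore not known.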
